# Conserved Translatome Remodeling in Nematode Species Executing a Shared Developmental Transition

**DOI:** 10.1371/journal.pgen.1003739

**Published:** 2013-10-03

**Authors:** Michael Stadler, Andrew Fire

## Abstract

Nematodes of the genus *Caenorhabditis* enter a developmental diapause state after hatching in the absence of food. To better understand the relative contributions of distinct regulatory modalities to gene expression changes associated with this developmental transition, we characterized genome-wide changes in mRNA abundance and translational efficiency associated with L1 diapause exit in four species using ribosome profiling and mRNA-seq. We found a strong tendency for translational regulation and mRNA abundance processes to act synergistically, together effecting a dramatic remodeling of the gene expression program. While gene-specific differences were observed between species, overall translational dynamics were broadly and functionally conserved. A striking, conserved feature of the response was strong translational suppression of ribosomal protein production during L1 diapause, followed by activation upon resumed development. On a global scale, ribosome footprint abundance changes showed greater similarity between species than changes in mRNA abundance, illustrating a substantial and genome-wide contribution of translational regulation to evolutionary maintenance of stable gene expression.

## Author Summary

Working with a set of four related animal species, we have studied a conserved developmental and metabolic transition at the level of protein production and regulation of RNA levels. Strikingly, regulatory effects at the level of RNA accumulation and protein synthesis act together to achieve the observed metabolic shift. In addition to a general conservation of the underlying basis for the regulation of individual genes, alterations of these two processes—mRNA production and protein synthesis—can compensate for one another during evolution to maintain stable amounts of functional gene products. A salient feature of the observed regulation was the storage of idle mRNAs encoding key members of the protein synthesis machinery during metabolic arrest (diapause). Maintenance of this pool facilitates re-activation upon feeding, with the rapid regeneration of protein synthesis capacity an early and critical function during adaptation to a major metabolic shift.

## Introduction

Animals of diverse genera react to unfavorable growth conditions by entering developmentally arrested states known as diapause [1], [2]. Nematodes of the genus *Caenorhabditis* can enter and exit diapause at several developmental time points, allowing populations to reproduce through boom and bust cycles of nutrient availability. At least four specific programs of developmental arrest and resumption have been identified, each accompanied by unique morphological and gene-regulatory responses [3]–[6]. In newly-hatched *Caenorhabditids*, entry and exit from L1 diapause can be controlled in large and synchronous populations by depriving or providing food. *C. elegans* L1 diapause responses have been well characterized at the level of mRNA biogenesis, with developmental state changes associated with substantial transcriptional changes, the accumulation of RNA polymerase at gene promoters, and alternative splicing [7], [8].

Translational regulation is also expected to contribute significantly to major developmental transitions. We selected four nematode species for investigation of the translation and mRNA-level gene regulatory program associated with L1 diapause exit: two hermaphroditic species, *Caenorhabditis elegans* and *C. briggsae*, and two gonochoristic (male/female) species, *C. remanei* and *C. brenneri* (**Fig. 1**A). These four species exhibit highly similar morphologies and developmental timing despite significant genomic sequence divergence [9]. For each species, we applied mRNA-seq and ribosome profiling [10] to populations of arrested L1 diapause larvae and to populations harvested three hours after the first food encounter that signals the animals to exit diapause and commence development (**Fig. 1**B; sequencing summary statistics: Table S1). 

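The data re-analysed here come from 48 libraries of 4 species, with 3 libraries for each of the 16 combinations of species, state and assay. Larvae had been starved for 24 h, and developing animals had then been fed for 3 h. By the counts of Table S1, given there to 6 significant digits, reads mapped to coding sequences in C. elegans numbered from 4196940 to 15359800 per mRNA-seq library (median 9213195) and from 2838170 to 9399940 per RPF library (median 4999920). In C. briggsae the range was 4479590 to 11900300 for mRNA (median 7830800) and 2638130 to 13836700 for RPF (median 5640950). C. remanei libraries held 6448130 to 12896400 such reads for mRNA (median 9077380) and 7169990 to 20600700 for RPF (median 12210300). C. brenneri libraries held 6748340 to 17511200 for mRNA (median 10585165) and 5767900 to 11313600 for RPF (median 9104945). Of the summed mean normalized RPF signal, 2 coding sequences held 73.2% in C. remanei and 3 held 54.6% in C. briggsae. The RPF depth for all other transcripts of these species was therefore much lower than the read numbers given. The authors mapped the reads with Bowtie to the genome and to annotated coding sequences and summed them per coding sequence. For each species and assay they deposited the outcome of a negative binomial test of developing against diapause libraries, 8 tables in all. Each table gives, per coding sequence, the mean normalized signal of each state, the log2 fold change of developing over diapause, and a p-value with its adjusted value. Because these tables give means over the 3 libraries of a state, no standard deviation between replicates and no test on single libraries was computed from them. Transcripts were taken as well expressed when the mean normalized signal was at least 50 in both assays. This left 12115 transcripts in C. elegans, 8481 in C. briggsae, 10037 in C. remanei and 13139 in C. brenneri. The change in translation efficiency (TE) was the log2 fold change in RPF data less that in mRNA data. Shares and ratios given with them describe transcripts, which are not independent replicates.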

Samples from the two conditions are denoted “diapause” or “developing” throughout. All sequence reads and processed count data are available from the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) via accession number GSE48140.

**Figure 1:**
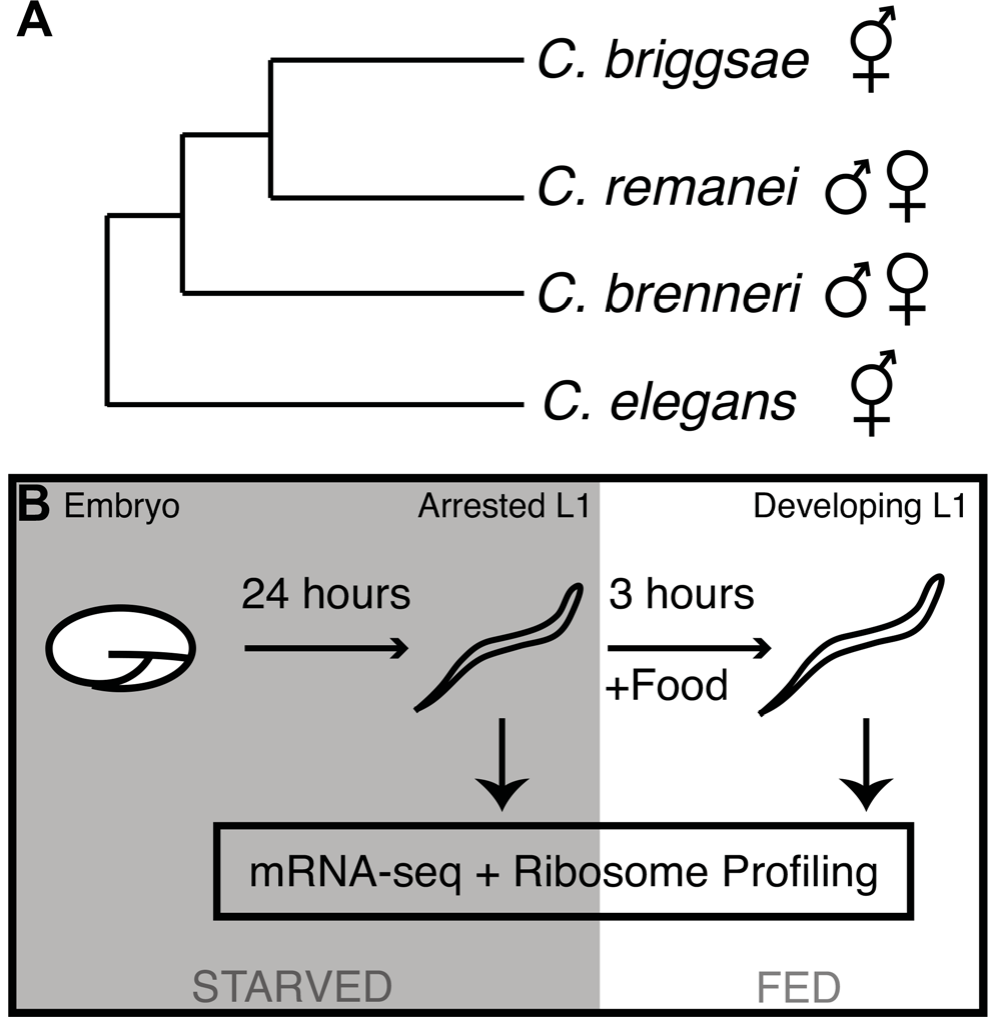
Phylogeny of the *elegans* supergroup and experimental overview. (A) Phylogenetic relationships of the four *Caenorhabditis* species used in this work, according to Kiontke *et al.* [33]. (B) Graphical overview of experimental procedure.

Our data provide gene-by-gene measurements at two levels of expression: (i) mRNA-seq data measures the relative steady-state abundances of mRNAs in the transcriptome (abundances are products of mRNA biogenesis and decay), (ii) ribosome profiling allows the counting of ribosome-protected fragments (RPFs) derived from each mRNA, with each fragment corresponding to one active ribosome and thus to an instance of peptide synthesis [10]. For brevity, we use “translatome” [11] to describe the population of mRNA fragments undergoing translation at a given time point, with the relative abundances captured by RPF counts. We emphasize that the abundance of RPFs reflects the input of two biological parameters: steady-state mRNA abundance and ribosome binding (translation efficiency). As diapause entails a substantial decrease in overall translational activity [12], it is additionally important to note that all measurements we infer from the data are relative. Changes in RPF levels between L1 diapause and developing states thus represent relative changes in the commitment of available translational resources between the two conditions.

## Results/Discussion

As a starting point for our analysis, we sought to examine the general character of the gene expression changes associated with the transition from L1 diapause to development. mRNA-seq measurements indicated that diapause exit triggered substantial remodeling of transcriptome composition in the four species, similar to the response previously described in *C. elegans* [7], with thousands of differentially expressed transcripts and expression changes spanning three orders of magnitude (**Fig. 2**A, Fig. S1). 

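In the authors' deposited table of C. elegans mRNA changes, 7023 well-expressed transcripts had an adjusted p under 0.1, of which 3932 were higher in developing animals and 3091 higher in diapause. The authors' deposited table for C. briggsae gave 5543 such transcripts, with 3186 higher in developing animals. For C. remanei, the authors' deposited table held 4829 differentially expressed transcripts, 3289 of them higher in developing animals and 1540 higher in diapause. For C. brenneri, 5452 were called in the authors' deposited table, 3213 higher in developing animals and 2239 in diapause. Over all coding sequences, without the low-count filter, the splits in the authors' deposited tables lay closer to even. They were 5081 higher in developing animals against 4682 higher in diapause in C. elegans, and 4439 against 4317 in C. briggsae. In C. remanei the split was 3827 against 3216, and in C. brenneri 3696 against 3232. Among well-expressed transcripts, a stricter fdr of 0.01 lowered the C. brenneri count to 3641 in the authors' deposited table. Over all coding sequences at an fdr of 0.1, the C. briggsae count was 8756.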

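Among the same well-expressed transcripts, the authors' deposited tables of RPF changes called 8223 at an adjusted p under 0.1 in C. elegans, 5557 in C. briggsae, 6664 in C. remanei and 8075 in C. brenneri. Higher RPF levels in developing animals made up 4292, 3227, 3814 and 4693 of these calls in the authors' deposited tables, in the same order. This balance depended on the low-count filter. Over all coding sequences of the authors' deposited tables, 5275 calls were higher in developing animals and 5272 higher in diapause in C. elegans, 3860 and 4172 in C. briggsae, 4539 and 5020 in C. remanei, and 5314 and 5063 in C. brenneri. With no low-count filter, the number of RPF calls with a fold change in both assays rose to 7707 in C. briggsae, by the authors' deposited table. The largest rises among well-expressed C. elegans transcripts were those of CE30269 and CE21539, identifiers that the tables used here do not pair with gene names. In the authors' deposited table, the mean normalized RPF signal of CE30269 went from 2.01 in diapause to 1699 in developing animals, and that of CE21539 from 2.65 to 1748. Taking a floor of 3 counts for the lower mean, the RPF levels were at least 566-fold higher for CE30269 and at least 583-fold higher for CE21539. The largest falls were those of CE38807 and CE31363, at least 73.6-fold lower and at least 153-fold lower in developing animals against the same floor.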

As expected, transcriptome changes (changes in steady-state mRNA levels) were accompanied by dramatic shifts in the composition of the translatomes (**Fig. 2**B, Fig. S1). The combination of transcriptome and translatome data from common samples allowed us to compare of the relative magnitude of the two levels of response. **Fig. 2**C shows a comparison of the frequency distributions of mRNA and RPF abundance changes for the four species. 

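Across well-expressed transcripts, the standard deviation of log2 fold changes was 1.06 for mRNA and 1.38 for RPF in C. elegans, a ratio of 1.30 (95% bootstrap interval over transcripts 1.28 to 1.32). The corresponding ratio was 1.37 (1.35 to 1.39) in C. briggsae, 1.44 (1.42 to 1.46) in C. remanei and 1.39 (1.37 to 1.41) in C. brenneri. The Kolmogorov-Smirnov distance between the 2 distributions of log2 fold changes was 0.0750, 0.115, 0.112 and 0.102 in the same species order. It is given as a description, without a p-value, since transcripts are not independent. The interquartile range in place of the standard deviation gave the largest change of this ratio, to 1.55 in C. remanei and 1.52 in C. briggsae. Leaving out the 50 ribosomal protein genes lowered the C. elegans ratio to 1.29.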

In each case, we observed a significantly broader distribution for RPF changes, consistent with a regulatory response in which changes in translation efficiencies and mRNA levels taken together constitute a larger magnitude overall response than that seen at the level of mRNA abundance alone (**Fig. 2**C, p<2e-16 for all comparisons). Overall, between the four species we found that ∼15–30% of well-expressed transcripts showed a >2-fold change in relative mRNA abundance, and ∼30–45% of transcripts changed >2-fold in relative RPF abundance.

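A change of more than 2-fold in mRNA abundance was found for 23.8% of the well-expressed transcripts in C. elegans (95% Wilson interval 23.1 to 24.6%), 27.7% in C. briggsae (26.8 to 28.7%), 20.9% in C. remanei (20.1 to 21.7%) and 13.5% in C. brenneri (12.9 to 14.1%). For RPF abundance the shares were 34.6% (33.8 to 35.5%), 43.0% (42.0 to 44.1%), 35.7% (34.8 to 36.7%) and 26.6% (25.9 to 27.4%). These intervals cover counting error over transcripts only. TE changed more than 2-fold for 8.63% of transcripts in C. elegans, 16.2% in C. briggsae, 9.87% in C. remanei and 5.29% in C. brenneri. Without the low-count filter, the share for C. remanei RPF levels rose to 41.4% and that for C. elegans TE to 18.0%. TE shares rose in the other species too. There, more than 2-fold lower and higher TE was found for 14.4 and 13.1% of transcripts in C. briggsae. The values were 13.7 and 10.2% in C. remanei, and 7.63 and 7.30% in C. brenneri. The median over all well-expressed transcripts lay above 0 by more than 0.1 on the log2 scale for C. remanei mRNA (0.18) and RPF (0.11) and for C. briggsae RPF (0.14). Centring each table on its median lowered the C. remanei mRNA share to 19.7%.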

**Figure 2:**
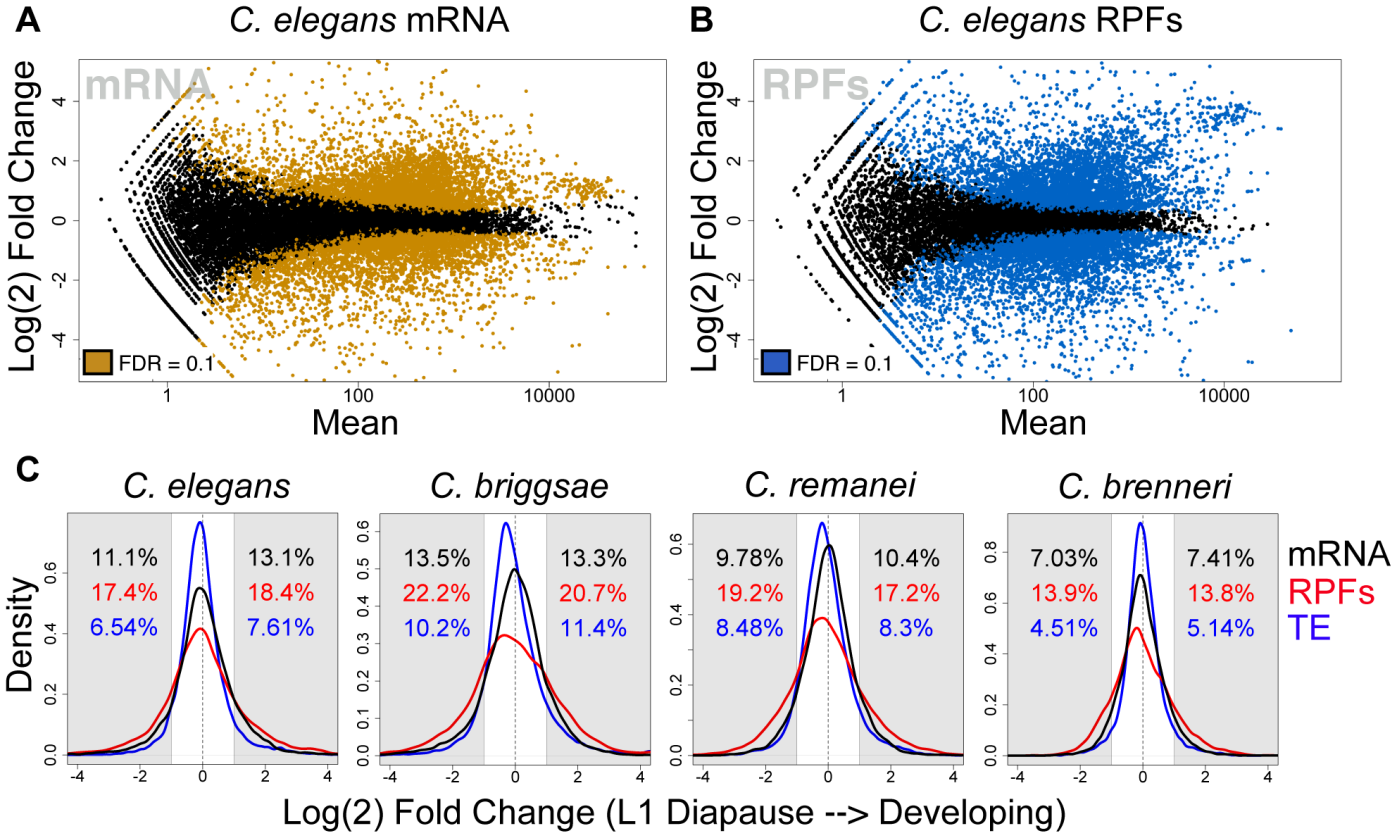
The transcriptome and translatome are substantially remodeled upon exiting diapause. (A–B) Expression mean versus log(2) fold change (MA) plots for *C. elegans* (A) mRNA and (B) RPF abundance changes resulting from feeding-induced diapause release. Colored points represent transcripts determined to be differentially expressed by a negative binomial test (fdr = 0.1) [28]. (C) Distributions of fold changes in mRNA (black) and RPF (red) abundances and translation efficiency (TE: the ratio of RPF:mRNA abundance; in blue). Shaded regions: >2-fold change; black (mRNA), red (RPF), or blue (TE) text indicates percentage of all transcripts showing >2-fold change in the indicated direction. We include the translation efficiency metric for reference, noting that this measure is dependent on the ratio of RPF to mRNA values and is thus not an independent metric of the other two values shown. Controls demonstrating that observed differences are not due to differences in variance of the data types are shown in Fig. S7.

The transcriptome-wide tendency for RPF level changes to exceed mRNA changes could in principle have resulted from (i) translational changes that act synergistically with and amplify mRNA abundance changes, or (ii) translational changes of large magnitude whose directions are somewhat or predominantly independent of the direction of mRNA abundance changes. While the first scenario may seem most likely from a cellular energetic perspective, genome-wide studies in a variety of systems have revealed varying degrees of coordination (and lack of coordination) of transcriptome and translational responses to a range of stimuli [11], [13]–[15]. To determine which of these scenarios best match our data, we compared changes in RPF level to changes in mRNA level on a gene-by-gene basis. As RPF levels represent the combined input of processes affecting mRNA abundance (e.g., transcription, decay) and translational regulation, we reasoned that, for a given transcript, a change in RPF level in the same direction and of a greater magnitude than the change in mRNA level represents a case in which translation and mRNA abundance processes act in concert (a “concordant” change; equivalent to “homodirectional” in [15]). Conversely, if the change in RPF level is of lesser magnitude or in the opposite direction to the change in mRNA level, this represents a situation in which translational regulation is acting in opposition to mRNA abundance processes (a “discordant” change; **Fig. 3**A). Comparing transcript-wise changes in mRNA and RPF levels from our data, we found that concordant changes were overwhelmingly favored over discordant changes in the four species by a ratio of 2.8–3.7∶1 (**Fig. 3**B–E). Thus during the feeding-induced transition from L1 diapause to active development, these four species apparently utilize a shared regulatory logic: an amplified global gene expression response produced by synergistic changes in mRNA abundance and translational control.

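Of the 6088 well-expressed C. elegans transcripts called in both assays at an fdr of 0.1, 4436 changed concordantly and 1652 discordantly, a ratio of 2.69 (binomial test against 0.5, two-sided, p = 3.7e-289). In C. briggsae, 3046 concordant and 1334 discordant transcripts gave a ratio of 2.28 (binomial test, p = 2.6e-151), and in C. remanei 3138 and 1089 gave 2.88 (binomial test, p = 4.0e-227). The C. brenneri counts were 4027 and 1017, a ratio of 3.96, with a binomial p too small for the computer to tell from 0. The binomial test treats transcripts as independent, which transcripts that share regulation or reads are not. Because the RPF change enters both the call and the class, simulated tables in which each transcript had the same true change in both assays were classed in the same way, with pooled standard errors implied by the authors' p-values. In 100 simulated tables per species the ratio reached at most 1.05 in C. elegans, 1.41 in C. briggsae, 0.997 in C. remanei and 0.951 in C. brenneri. Requiring mRNA and RPF changes to differ by at least 0.5 on the log2 scale moved the ratio most, to 8.33 in C. brenneri. From the excess of concordant changes, the paper proposes that changes in mRNA abundance and translational control act together to amplify the response.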

**Figure 3:**
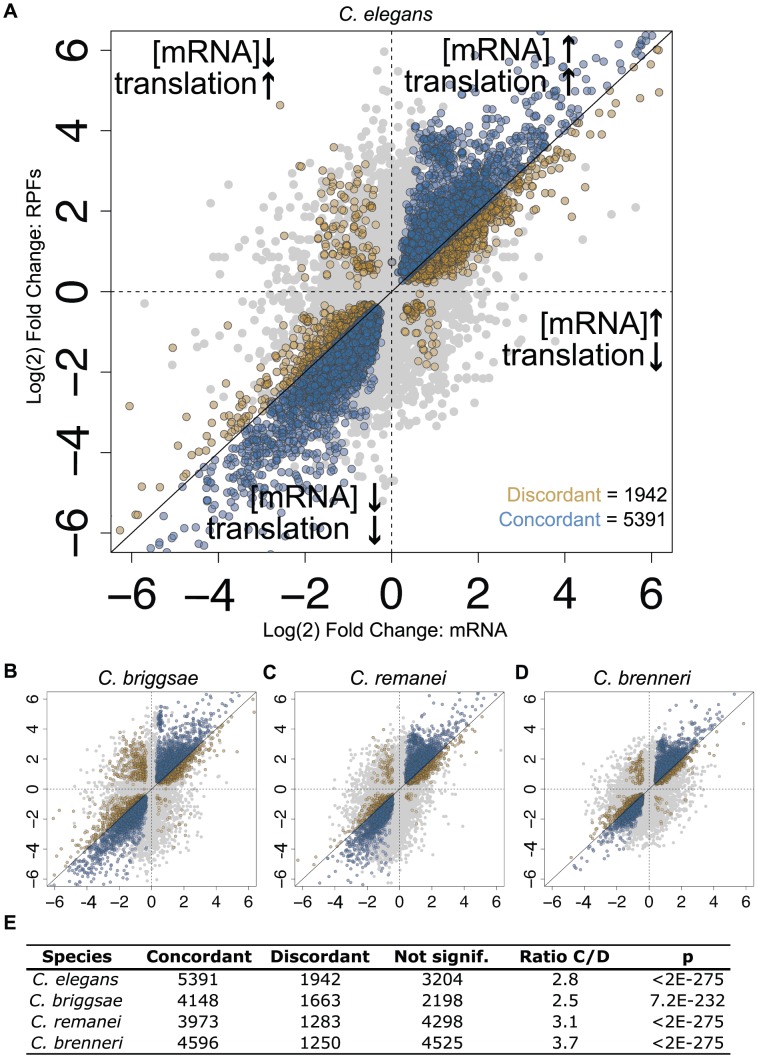
Changes in translation efficiency and mRNA abundance tend to act cooperatively. (A) Log(2) fold-changes for mRNA abundance are plotted against RPF fold-changes for *C. elegans*, with regions inferred to represent concordant and discordant changes in translation efficiency and mRNA abundance indicated. Transcripts called as significantly differentially-expressed in both RPF and mRNA-seq datasets (**Fig. 2**) are shown in color; blue: concordant changes, gold: discordant changes. (B–D) Equivalent plots for the three additional species. (E) Counts of transcripts subject to concordant and discordant changes in the four species as well as the ratio (concordant:discordant) and significance. P-values: binomial test with the null hypothesis that concordant and discordant changes are equally likely (P_concordant_ = P_discordant_ = 0.5). Strongly discordant *C. elegans* transcripts are listed in Table S6.

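Table S6 of the paper lists 130 C. elegans identifiers with lower mRNA and higher RPF levels in developing animals and 52 with the opposite pattern. In the tables analysed here, without the low-count filter, 139 transcripts were called in both assays with lower mRNA and higher RPF levels, 127 of which are among the paper's 130. For the opposite pattern 59 transcripts were called, including all 52 of the paper's, and 9 of those 52 are listed as collagens. The median log2 change of the first list was -0.85 in mRNA and 1.17 in RPF data, and that of the second 0.59 and -0.51. The 2 genes given next were picked from the first list after their values had been seen. By the authors' deposited tables, fat-2 (CE21231) changed by -1.39 in mRNA (adjusted p = 1.7e-08) and 2.85 in RPF data (adjusted p = 3.4e-60). cps-6 (CE29488) changed by -0.76 in mRNA and 2.93 in RPF data in the authors' deposited tables. Both genes of the list with a ribosomal protein symbol, rpl-16 (CE01031) and rpl-24.2 (CE05202), had lower mRNA levels in developing animals. Their log2 changes were -0.87 and -0.45 in the authors' deposited table.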

We next asked to what degree expression changes were similar between species at the gene level. Studies of gene expression conservation have largely focused on mRNA levels [16]–[20], though several groups have reported superior conservation of orthologous protein abundances, implying an important role for translational or post-translational mechanisms in maintaining optimal gene expression during evolution [21], [22]. We began by comparing feeding-induced changes in mRNA abundance for ortholog pairs identified between the four species. mRNA abundance changes for well-expressed transcripts correlated strongly in all pair-wise species comparisons (**Fig. 4**A, Fig. S2). Observed correlation coefficients were highly significant and ranged from 0.63 to 0.74 (Spearman's rho, **Fig. 4**B, E). We next examined the between-species correlation of changes in RPF levels. For each pair-wise species comparison, we observed significantly stronger correlations for changes in RPF abundance than for changes in mRNA abundance, with correlation coefficients in the range of 0.76 to 0.85 (**Fig. 4**C–E, Fig. S2). To complement pair-wise correlations, we examined expression changes within ortholog groups for which an ortholog could be assigned in each of the four species (the four genes together constituting a “four-way” ortholog group). We found that overall expression divergence within four-way ortholog groups was significantly greater for mRNA abundance changes than for RPF changes (**Fig. 4**F, p<2e-16), and that this difference disappeared after randomly shuffling ortholog groupings (Fig. S3). Together, these results demonstrate that, for the L1 diapause program in these nematode species, comparisons accounting for translational regulation reveal a greater level of overall gene expression conservation than is observed at the level of mRNA abundance alone. A significant resulting inference is that alterations in translational control and processes affecting mRNA abundance can compensate for one another during evolution to achieve stable protein expression.

**Figure 4:**
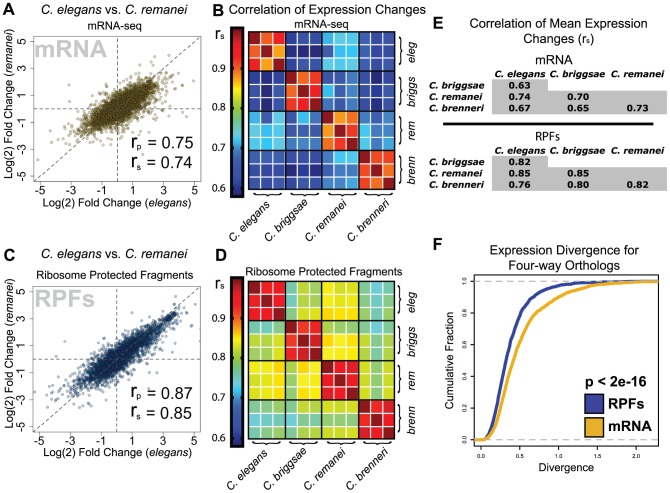
Translatome changes are more similar between species than transcriptome changes. (A) Comparison of mRNA fold changes for orthologous transcripts in *C. elegans* and *C. remanei*. r_p_ = Pearson's correlation coefficient, r_s_ = Spearman's rho. (B) Heatmap of rank correlations of mRNA fold-changes between individual biological replicates for four species. (C–D) Identical figures to A and B using RPF abundance data. (E) Tables of correlation coefficients for species comparisons of mean mRNA and RPF fold changes (mean from three biological replicates; Spearman's rho shown, Pearson coefficients shown in Table S7). (F) Cumulative distributions of expression divergence for mRNA and RPF levels within four-way ortholog groups; p-value: Kolmogorov-Smirnov test.

The substantial observed conservation underscored the functional significance of expression changes during L1 diapause exit. We therefore sought to compare general properties of gene expression in the arrested and developing states, and specifically to identify features that distinguished the two states. Principal components analysis (PCA) is a technique that takes data featuring many variables, such as gene expression data, and extracts a series of linear combinations of the individual variables (called a “principal component”) that explains a substantial fraction of the variance between samples, with each successive component explaining less variance than the previous component. We applied PCA separately to ortholog abundance data from mRNA-seq and RPF datasets, including all arrested and developing samples from the four species in the analysis. For mRNA-seq data, the first two principal components provide poor separation of samples by condition or species (**Fig. 5**A). For RPF data, we observe a clear separation of diapause samples from developing samples on both of the first two principal components (**Fig. 5**B, Fig. S4). The clean separation achieved with RPF data suggests that translatomes of animals from different species in the same nutritional/developmental state are more similar than translatomes from animals of the same species in opposite states.

**Figure 5:**
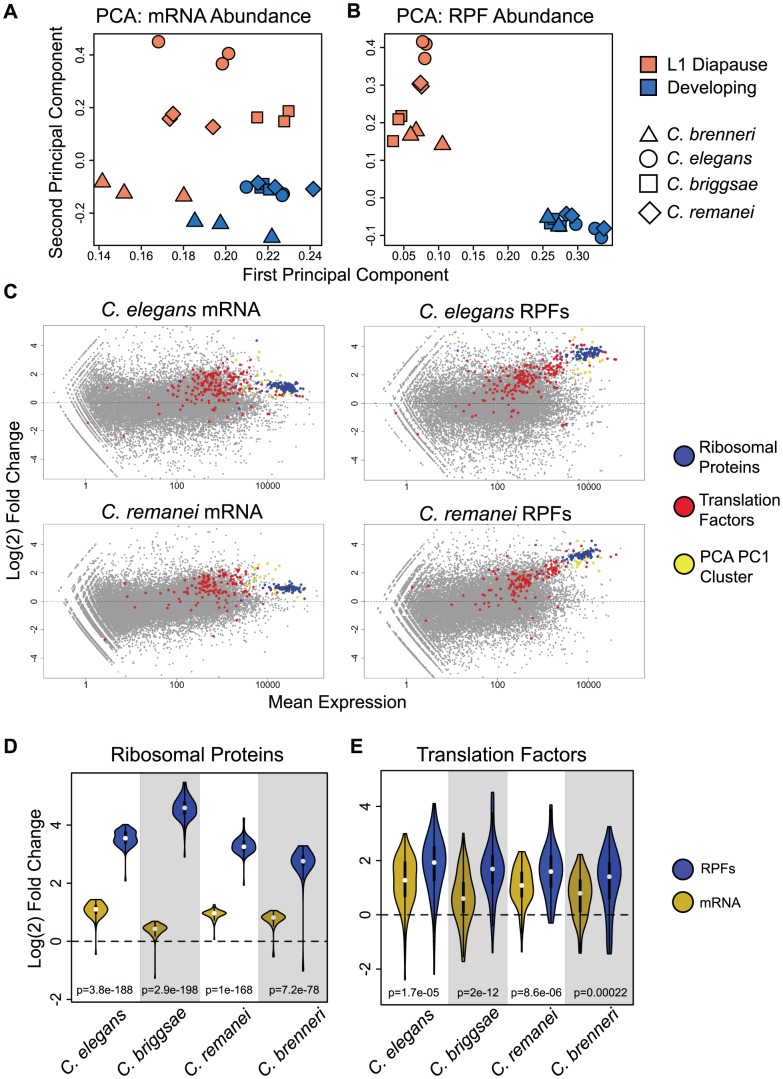
Ribosomal proteins and components of the translation apparatus are potently and coordinately up-regulated at the translation and mRNA level. (A–B) PCA was performed separately on (A) mRNA and (B) RPF abundance datasets consisting of normalized counts for four-way orthologs in individual samples (one dataset for each replicate and condition). Factor loadings on the first two principal components are plotted for each sample. (C) MA plots of mRNA and RPF expression overlaid with transcripts corresponding to non-ribosomal translation factors (red), ribosomal protein genes (blue), and non translation-related genes highly-weighted on the first principal component (yellow). Data is shown for *C. elegans* and *C. remanei*; *C. briggsae* and *C. brenneri* show highly similar patterns (Fig. S5). (D–E) Violin plots [31] of fold changes for (D) ribosomal protein genes and (E) non-ribosomal translation factors in mRNA-seq (gold) and RPF (blue) data. White dots indicate medians, box edges represent the interquartile range, and the colored region and curve shows the probability density function. Significance is derived from two-tailed t-tests.

For RPF data, the first principle component explains a majority of the between-sample variance (86.4%), and higher values on this component are associated with developing samples. We identified a set of transcripts that were exceptionally highly weighted on the first component. Overlaying these transcripts on RPF fold-change plots revealed that these transcripts largely corresponded, in each species examined, to a cluster of highly-expressed and strongly up-regulated genes independently identified (by visual inspection) as a group of genes of interest (**Fig. 5**C, Fig. S5). We investigated the identities of the transcripts making up this group and found that the significant majority corresponded to ribosomal protein genes, along with several core translation factors and a small number of additional genes including ubiquitin, heat shock proteins, and the RACK1 homolog (Table S2). These transcripts also formed a readily-identifiable cluster in mRNA-seq data, but with substantially weaker up-regulation (**Fig. 5**C, Fig. S5). 

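Table S2 lists 70 C. elegans identifiers with high weights on the first principal component of the RPF data, and 48 of them have ribosomal protein symbols. All 70 were well expressed and higher in developing animals, and the authors' deposited table of RPF changes called all 70 at an fdr of 0.1. Their median log2 RPF change was 3.49, with a range of 1.72 to 5.17, and their median rank by mean RPF signal was 86 among all C. elegans transcripts. The principal components themselves were not recomputed here, since the tables used give means over libraries. The genes given next were picked from the list after their values had been seen. The largest RPF change in the list in the authors' deposited table was that of fib-1 (CE12920), 5.17 on the log2 scale (adjusted p = 2.0e-112). rack-1 (CE06090), the RACK1 homolog, had an RPF change of 3.40 in the authors' deposited table (adjusted p = 4.0e-43) and hsp-1 (CE09682) one of 3.02 (adjusted p = 3.4e-30).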

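In mRNA data the same 70 transcripts had a median log2 change of 1.05, with a range of 0.44 to 3.54. All 70 were higher in developing animals, and 65 were called in the authors' deposited table of mRNA changes. The RPF change exceeded the mRNA change for 70 of 70 transcripts. By the authors' deposited table, the mRNA change of rack-1 was 0.62 on the log2 scale with an adjusted p of 0.101.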

Direct comparison of fold-changes for ribosomal proteins in mRNA and RPF data showed that up-regulation was significantly stronger at the RPF level, with average fold-changes >10 compared to ∼2-fold up-regulation at the mRNA level, indicating that the differential representation of these genes in the translatome was primarily due to translational regulation (**Fig. 5**D). 

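The ribosomal protein genes examined were the 50 whose identifiers Tables S2 and S6 pair with ribosomal protein symbols, all of them well expressed in C. elegans. They were taken by symbol alone, so ribosomal protein genes listed under other names are not among them. Their mean fold change was 11.7 in RPF data and 2.01 in mRNA data, with median log2 changes of 3.57 (range 0.76 to 4.02) and 1.03 (range -0.87 to 1.43). The RPF change exceeded the mRNA change for 50 of 50 genes, and 41 genes rose more than 10-fold in RPF data. The median TE change was 2.53, and the median share of the log2 RPF change that it made up was 71.2%. Among 10000 random lists of the same size matched on mean RPF signal, the highest median was 2.27 for RPF, 1.02 for mRNA and 1.26 for TE changes, so the list lay at percentile 100 in each. The 48 genes from Table S2 were chosen by the study on these same libraries for their weight on a principal component of the RPF data. The percentiles for RPF and TE changes therefore describe the list and are not independent tests. The same holds for mRNA, because mRNA and RPF changes were correlated over well-expressed transcripts (Pearson's r = 0.889). The mRNA median also lay only just above the highest random one, at 1.03 against 1.02. The genes farthest below the others, rpl-16 and rpl-24.2, come from Table S6, which the study selected for lower mRNA levels. Centring on the median of all well-expressed transcripts gave the largest change of the RPF median, to 3.56. From the stronger change at the RPF level, the paper concludes that translational regulation was the main cause of the altered representation of these genes in the translatome.

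**Figure D1:**
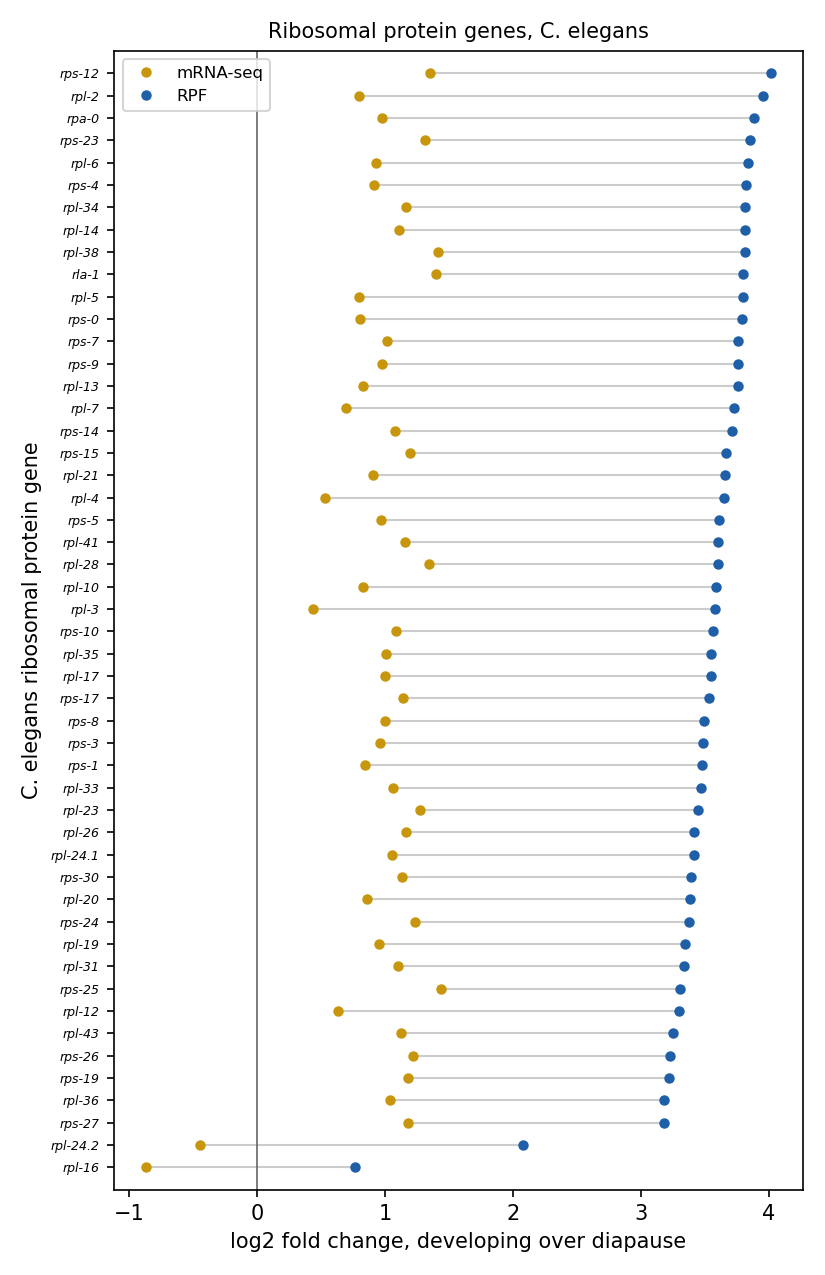
Log2 fold change of developing over diapause animals for each of 50 C. elegans ribosomal protein genes, in mRNA-seq data (gold) and RPF data (blue), with a grey line joining the values of a gene. Each point is a fold change of means over 3 libraries per state, without an error bar, and the RPF point lies to the right of the mRNA point for 50 of 50 genes.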

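Translation initiation factors and aminoacyl-tRNA synthetases were taken from the identifier lists of Table S4. These hold transcripts that the study had called higher in developing animals, so the direction of their RPF changes is fixed by the choice of the lists. The choice also favours higher TE, since the TE change is the RPF change less the mRNA change. Counts of TE rises in these lists are therefore not an independent test. The 32 C. elegans transcripts of translation initiation factors had a median log2 change of 1.53 in mRNA and 2.14 in RPF data. TE rose for 26 and fell for 6 of them, with a median change of 0.24. For the 43 transcripts of aminoacyl-tRNA synthetases the medians were 0.99 in mRNA and 1.92 in RPF data, and TE rose for 42 with a median of 0.61. Centring TE changes on the median of all well-expressed transcripts moved these TE medians to 0.30 and 0.67.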

We also found that non-ribosomal components of the core translation apparatus showed a significant trend towards up-regulation (**Fig. 5**C, red), with contributions from both increased mRNA abundance and translation efficiency (**Fig. 5**E).

Genes of the translation apparatus include many of the most highly-expressed transcripts. The coordinated up-regulation of these transcripts thus constitutes an extraordinary re-allocation of cellular energetic resources. 

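In the C. elegans RPF table, the 50 ribosomal protein genes took 1.28% of the summed mean normalized signal in diapause. They took 6.95% of the summed mRNA signal in the same state. The sum runs over annotated coding sequences, so a read that maps to several isoforms of a gene can enter it more than 1 time. In Table S3, the paper's percentages for single diapause libraries lie between 2.17 and 3.42%, with a mean of 2.89% (SD 0.645, n = 3), over 2987726 to 6764228 mapped reads per library.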

From the raw counts for mapped RPF reads, we infer that, in *C. elegans*, approximately 3% of ribosomes are bound to a ribosomal protein transcript during L1 diapause. Three hours after feeding, more than 20% of all ribosomes are engaged in translating ribosomal proteins (Table S3). 

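In developing C. elegans, ribosomal protein genes took 11.3% of the summed mean normalized RPF signal, 8.79-fold the share in diapause. Their share of the summed mRNA signal was 12.5%, 1.80-fold that in diapause. The paper's percentages of RPF reads in Table S3 lie between 20.1 and 23.5% for single developing libraries, with a mean of 21.5% (SD 1.77, n = 3). Each of the paper's 3 developing values is above each of its 3 diapause values (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). This test did not use the pairing of starved and fed animals by batch. The shorter list of the 48 genes in Table S2 gave 11.2% in developing animals and 1.27% in diapause.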

For the translation apparatus as a whole, this figure jumps from ∼4.5% in L1 diapause to nearly 30% in fed animals (Table S3). This striking change suggests that a central feature of the gene regulatory response to L1 diapause exit is to prioritize existing translational resources to building up the animal's capacity for protein synthesis.

In addition to translation genes, several categories of functionally related genes were enriched among transcripts whose RPF levels were significantly higher in developing animals. These include genes involved in promoting growth, development, ribosome biogenesis, the proteasome, and mitochondrial genes (Table S4). These enrichments were exceptionally consistent between the four species examined (Fig. S6A). In contrast, functional enrichments among genes with higher RPF levels in the L1 diapause state were generally weaker and less-consistent between species than those seen for transcripts up-regulated after feeding (Table S4, Fig. S6B). 

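In the paper's Table S4, the terms enriched among transcripts with higher RPF levels in developing animals number 198 for C. elegans, 172 for C. briggsae, 200 for C. remanei and 115 for C. brenneri. Those among transcripts with higher RPF levels in diapause number 51, 44, 28 and 18 in the paper's table. Counted over the 4 species, 103 of 252 distinct terms (40.9%) for developing animals were listed in every species, against 1 of 83 (1.20%) for diapause. The numbers of transcripts called in the 2 directions depended on the low-count filter. By the authors' deposited tables without a low-count filter, 5272 C. elegans transcripts had higher RPF levels in diapause and 5275 in developing animals at an fdr of 0.1. The ratio of the first number to the second was 1.08 in C. briggsae, 1.11 in C. remanei and 0.953 in C. brenneri. Among well-expressed transcripts this ratio was 0.916 in C. elegans, 0.722 in C. briggsae, 0.747 in C. remanei and 0.721 in C. brenneri.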

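The 27 genes of Table S5 have 98 values over the 4 species, and each was matched by identifier to the tables. Gene names follow Table S5, which names CE05441 daf-2 where Table S2 names it daf-21. RPF levels were higher in diapause in every species with values for 18 of the genes and higher in developing animals for the other 9. The study chose these genes by inspection, so their number describes the list and not the genome. For nhr-49, the authors' deposited tables gave RPF changes of -0.83 in C. elegans (CE32693, adjusted p = 1.1e-06), -0.86 in C. briggsae (adjusted p = 0.00060), -0.37 in C. remanei (adjusted p = 0.098) and -0.34 in C. brenneri (adjusted p = 0.090). Its mRNA changes were not called at an fdr of 0.1 in C. remanei (adjusted p = 0.35) or C. brenneri (adjusted p = 0.33) in the authors' deposited tables.
Of the autophagy genes, lgg-1 (CE01849) had RPF changes from -3.48 to -2.21 in the authors' deposited tables of the 3 species with values, atg-18 (CE10268) from -2.83 to -1.46 in 4 species, atg-3 (CE25486) from -1.65 to -0.92 and unc-51 (CE24516) from -1.72 to -0.73. daf-16 (CE28771) lay between -2.09 and -1.12 in the authors' deposited tables. sod-3 (CE08002), with a value in C. elegans only, changed by -4.85 in RPF and -4.83 in mRNA data in the authors' deposited tables, and sod-4 (CE25009) by -2.69 to -1.72 in RPF data of 3 species. For sod-1 (CE23550) RPF levels were lower in developing animals in all 4 species but called in 2 of them in the authors' deposited tables, while its mRNA change was 0.59 in C. briggsae and -0.61 in C. remanei.
Among heat-shock proteins, hsp-12.3 (CE03293), hsp-12.6 (CE03294) and hsp-43 (CE03986) had higher RPF levels in diapause in all 4 species. By the authors' deposited tables, the C. elegans RPF changes of these genes were -3.69, -5.86 and -1.13. hsp-1, hsp-3, hsp-4, hsp-6, hsp-17 and hsp-60 had higher RPF levels in developing animals in every species with values. For hsp-60 (CE27244) the mRNA change in the authors' deposited tables was 2.98 in C. elegans but -0.55 in C. briggsae, with RPF changes of 3.81 and 2.86. The RPF change was larger than the mRNA change for 86 of the 98 values, and for odr-4, hsp-4 and hsp-17 it was smaller in every species with values. Centring each table on its median left the direction of every called value named here unchanged.

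**Figure D2:**
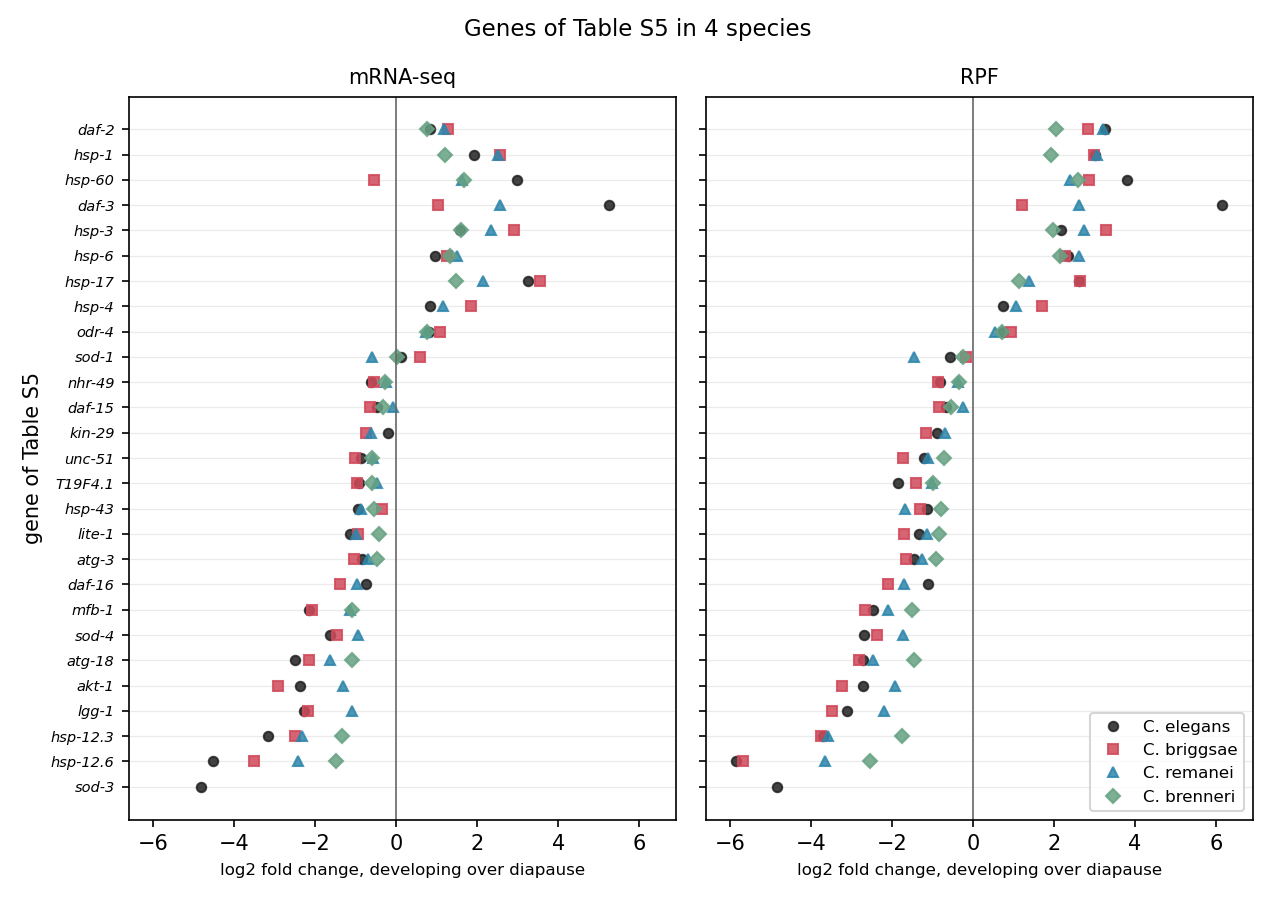
Log2 fold change of developing over diapause animals for the 27 genes of Table S5 in mRNA-seq data (left) and RPF data (right), with a point for each species that has a value. Points are fold changes of means over 3 libraries per state, without error bars, and in RPF data the points of a gene lie on one side of 0 for every gene.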

Manual inspection revealed a number of interesting genes that showed conserved higher expression during diapause, including *nhr-49* (required for adult reproductive diapause [3]–[6]), genes involved in autophagy and dauer formation, superoxide dismutases, and several heat-shock proteins (Table S5).

Ribosomal protein genes were subject to qualitatively similar regulation in each of the four species examined, i.e., modest increases in mRNA abundance and strong increases in translation efficiency. This led us to ask whether other groups of functionally related genes tended to share regulatory patterns across species. To this end, we defined the “translational component” of regulation as the ratio of the change in translation efficiency to the change in mRNA abundance (see Materials and Methods and Text S1). 

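The translational component was computed for the well-expressed transcripts called in RPF data as the absolute log2 TE change over the absolute log2 mRNA change, and regulation was counted as mixed when this ratio lay between 0.333 and 3. Mixed regulation was found for 48.9% of 8223 transcripts in C. elegans (95% Wilson interval 47.8 to 49.9%), 46.8% of 5557 in C. briggsae (45.5 to 48.1%), 53.5% of 6664 in C. remanei (52.3 to 54.6%) and 52.7% of 8075 in C. brenneri (51.6 to 53.8%). Changes that were less than 25% translational made up 38.2, 34.1, 30.9 and 35.2% in these species, and changes more than 75% translational 13.0, 19.1, 15.7 and 12.1%. The scale of the ratio moved these shares most. On a scale chosen after the paper's percentages had been compared with several definitions, with the TE and mRNA changes taken as linear folds in the direction of the RPF change, mixed regulation made up 84.1% in C. elegans, 74.4% in C. briggsae, 87.9% in C. remanei and 93.3% in C. brenneri. The mRNA and TE changes had opposite signs for 26.7% of the called transcripts in C. elegans, 29.7% in C. briggsae, 23.3% in C. remanei and 17.2% in C. brenneri.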

Examining the distribution of log(2)-transformed translational component scores for differentially-expressed transcripts in the four species revealed unimodal distributions in which a majority of transcripts (71–91%) were subject to “mixed” regulation, with mRNA abundance and translational regulation each accounting for at least 25% of the change in RPF level (**Fig. 6**A). Despite the overall similarities between the species, species-specific differences were evident. Notably, the broader distribution evidenced in *C. briggsae* indicated a greater tendency for transcripts to be primarily regulated either translationally or at the level of mRNA abundance, while the narrow distribution of *C. brenneri* suggested a trend toward coordinated regulation (**Fig. 6**A). 

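The interquartile range of the log2 translational component was 3.18 in C. briggsae, 2.83 in C. elegans, 2.79 in C. remanei and 2.52 in C. brenneri. Transcripts outside the mixed class were thus most frequent in C. briggsae and the spread was narrowest in C. brenneri, although the mixed share on the log2 scale was highest in C. remanei. These differences are between distributions over transcripts, and no test over replicates stands behind them.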

While the results indicate a potential quantitative difference in the balance between transcriptional and translational regulation in different species, the coordination between these two regulatory modalities is evident in all four species.

**Figure 6:**
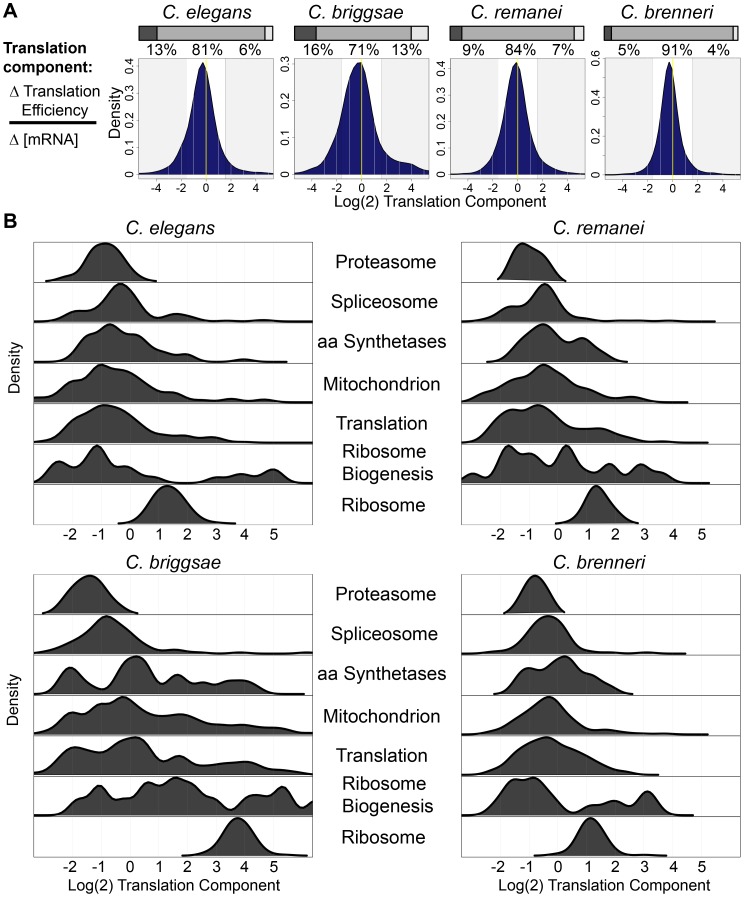
Functionally related gene sets are regulated by similar contributions of translational control and mRNA abundance changes in different species. (A) The distribution of the translation component of regulation for transcripts differentially-expressed in RPF data (fdr = 0.1) in the four species. Shaded regions correspond to changes that are >75% translational (right) and <25% translational (left). Pairwise comparisons showed statistically significant differences in the distributions between each species pair (p<2.2e-16; Kolmogorov-Smirnov test). The percentage of transcripts falling in these two regions and in between are shown above. Stacked barplots represent the fractions of transcripts in each shaded category. (B) Density distributions of the translational component of regulation for genes in several functional categories in the four species.

We examined the distribution of translational components for transcripts corresponding to up-regulated functional gene categories and found that these categories showed remarkably similar profiles across the four species (**Fig. 6**B). For example, transcripts corresponding to proteasome components showed minimal contributions from translational regulation in each species, whereas ribosomal components, as demonstrated previously, exhibited large translational components (**Fig. 6**B). Likewise, spliceosome components favored strong contributions from mRNA accumulation changes in every species, while transcripts of the non-ribosomal translation machinery showed a broad distribution, indicating varied contributions from mRNA abundance and translation for this category. 

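In C. elegans, the 31 proteasome transcripts listed under the proteasome term of Table S4 had a median log2 mRNA change of 0.89 and a median log2 RPF change of 0.83. Their TE changes lay between -0.46 and 0.39 with a median of 0.06, rising for 17 and falling for 14. The median log2 translational component was -2.17 (interquartile range -2.75 to -1.72). For the 50 ribosomal protein genes it was 1.29 (0.96 to 1.63), and the TE change was larger than the mRNA change for 50 of 50. The other species are not covered here, because the lists of Table S4 for these groups in those species give C. elegans identifiers, which were not paired with the identifiers of the tables of those species.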

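The 15 C. elegans transcripts of Sm domain proteins, core components of the spliceosome, had a median log2 mRNA change of 1.48 and a median TE change of -0.29, with TE lower for 11 and higher for 4 of them. Their median log2 translational component was -2.25 (interquartile range -3.72 to -1.47). Among the non-ribosomal translation machinery it was -2.62 (-3.10 to -1.44) for translation initiation factors and -0.80 (-1.94 to 0.49) for aminoacyl-tRNA synthetases. The TE change was larger than the mRNA change for 4 of 32 and 16 of 43 of these transcripts. All transcripts of these lists were called in RPF data, and the low-count limits tried removed none of them apart from 4 aminoacyl-tRNA synthetase transcripts at a limit of 100, which left that median at -0.80. The stability of the other medians was therefore not tested by these filters.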

The between-species similarity of the relative contributions of mRNA abundance and translational control to regulation of functionally related transcripts suggests that the transcriptional and translational control networks underlying these changes may also be conserved in these species.

Our results point to a key role for translational control in the transition from L1 diapause to active development in these *Caenorhabditis* species. Translational regulation affects the expression of thousands of transcripts, and the patterns of regulation are well conserved between species at the genome-wide, functional, and gene level. Highly conserved translational modulation of certain sets of related transcripts, notably the ribosomal protein genes, implies that translational control programs may remain largely intact despite significant genome sequence divergence. A recent study reported the persistence of a pool of translationally repressed ribosomal protein mRNAs in yeast undergoing glucose starvation [13], suggesting that translational suppression of this class of genes may be a somewhat generalized feature of eukaryotic stress responses. In summary, we describe a system in which evolutionarily diverged species maintain a common program of mRNA abundance and translational efficiency changes that cooperatively drive the dynamic reallocation of gene expression resources to traverse a shared developmental and environmental transition.

## Materials and Methods

Strains were obtained from the Caenorhabditis Genetics Center: *C. elegans* N2 bristol, *C. briggsae* AF16, *C. remanei* PB4641, *C. brenneri* PB2801. Embryos were hatched in sterile S-complete liquid media, starved for 24 hours, and half were supplied with *E. coli* HB101. Samples were frozen in liquid nitrogen after 24 hours of starvation and after three hours of feeding. Three full biological replicates were prepared for each species. mRNA-seq and ribosome profiling were carried out as described in [23], [24], with modifications as described in Text S1. Sequencing was performed on Illumina's HiSeq 2000 machine.

Raw sequence reads were trimmed of adaptor sequence and mapped using Bowtie 0.12.7 [25] to the appropriate species' genomes and coding sequence with genomic flanking sequence, and screened for quality. For between-species comparisons, count normalization was performed with the EdgeR package [26] and orthologs were assigned using inParanoid [27]. Differential expression was determined using the DESeq package [28]. All additional analysis was carried out with custom Perl scripts and using the R computing environment [29]. Figures were created with R [30], [31].

Expression divergence for four-way orthologs was calculated by first normalizing log fold changes for each species by mean and standard deviation, then calculating each pair-wise species-species difference and taking the mean of the resulting differences. Principal components analysis was carried out using the prcomp function in R. Ontology analysis was performed using the web-based DAVID knowledge tool [32].

A more extensive description of the methods can be found in Text S1.

## Supporting Information

Figure S1 Transcriptome and translatome remodeling in *C. briggsae*, *C. remanei*, and *C. brenneri*. Expression mean versus log(2) fold change (MA) plots for mRNA and RPF abundance changes resulting from feeding-induced diapause exit. Colored points represent transcripts determined to be differentially expressed by a negative binomial test (fdr = 0.1) [28].
(EPS) Click here for additional data file.

Figure S2 Pair-wise correlation of mRNA and RPF expression changes. Comparison of mRNA (gold) and RPF (blue) fold changes for orthologous transcripts in five species pairs. r_p_ = Pearson's correlation coefficient, r_s_ = Spearman's rho.
(EPS) Click here for additional data file.

Figure S3 Controls for divergence metric: random shuffling of ortholog pairings. Ortholog assignments for four-way ortholog groups were shuffled by random sampling with replacement within each species. Divergence was then calculated for mRNA and RPF data. Effective normalization should yield identical distributions for RPF and mRNA data; unequal distributions would indicate that measured “divergence” is actually capturing inherent features of the data, for instance the larger overall fold-changes observed for RPF data. (A) Empirical cumulative distribution functions are plotted for four random shuffles. p-values: Kolmogorov-Smirnov (KS) test. (B) Smoothed distribution of K-S-derived p-values for one thousand random shuffles. Data smoothed by kernel density estimation, this is the reason for the presence of a small number of values >1.
(EPS) Click here for additional data file.

Figure S4 Comparison of L1 diapause and early developing translatomes to continuously-fed, developing L2 translatomes. (A) Principal components analysis identical to that depicted in **Fig. 5**B except also including RPF abundance data from three samples of *C. elegans* L2 animals that had been continuously fed for >30 hours [23]–[24]. (B) Box plot of RPF abundances for ribosomal proteins in *C. elegans* L1 diapause, L1 developing, and L2 samples.
(EPS) Click here for additional data file.

Figure S5 Differential expression of ribosomal proteins and translation factors in *C. briggsae* and *C. brenneri*. MA plots of expression changes for mRNA and RPF data with ribosomal proteins highlighted in blue, translation factors in red, and PC1 (genes heavily weighted on first principal component from PCA) genes in yellow.
(EPS) Click here for additional data file.

Figure S6 Consistency of GO enrichments for up- and down-regulated genes across species. Heat map of negative log fdr values for the four species for functional categories enriched among transcripts that are more abundant in the developing state (A, blue) and more abundant in the diapause state (B, red). White squares represent categories that were not enriched, and thus not reported. All analysis was performed using DAVID web server [32].
(EPS) Click here for additional data file.

Figure S7 Computational controls for **Fig. 2**C. Observed larger magnitude for RPF changes could have resulted from greater variance in RPF data. To address this, we examined the variance between replicates of RPF and mRNA-seq datasets by examining the distributions of fold changes between replicates. The density distribution of mean pair-wise fold changes for abundance values between three replicates is shown for RPF (red) and mRNA-seq (black) data in the four species. We observe that between-replicate differences are similar for RPF and mRNA-seq data, and of substantially lower magnitude than would be required to produce the effect seen in **Fig. 2**C.
(EPS) Click here for additional data file.

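Fold changes of single replicates were not used here, so the precision of each fold change was taken from the authors' p-values, as the standard error at which the log2 fold change would give that p-value under a normal approximation. The median implied standard error was 0.19 for mRNA and 0.19 for RPF changes in C. elegans, 0.18 and 0.27 in C. briggsae, 0.22 and 0.21 in C. remanei and 0.21 and 0.20 in C. brenneri. After subtraction of this noise from the variances, the RPF to mRNA ratio of standard deviations was 1.31 in C. elegans, 1.37 in C. briggsae, 1.47 in C. remanei and 1.43 in C. brenneri. To widen the mRNA distribution to that of the RPF data, noise in RPF changes with a standard deviation of 0.90, 1.07, 0.92 and 0.71 on the log2 scale would be needed in these species. On simulated data, the implied standard error had a median of 1.01 times the simulated one over 362 transcripts. That simulation took the spread between libraries as known, while the authors' p-values rest on a fitted spread. Errors of that fit were therefore not covered by it.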

Table S1 Data and quality for sequencing runs.
(XLSX) Click here for additional data file.

Table S2 Table of genes with high weights on the first and second principal components of PCA of RPF data from four species.
(XLSX) Click here for additional data file.

Table S3 Percentage of ribosome footprints mapping to ribosomal protein and translation genes in *C. elegans*.
(XLSX) Click here for additional data file.

Table S4 Functional enrichments among genes with differentially-expressed RPF levels after diapause exit.
(XLSX) Click here for additional data file.

Table S5 Manually-curated table of conserved, differentially-regulated genes of interest.
(XLSX) Click here for additional data file.

Table S6 Strongly discordant *C. elegans* genes.
(XLSX) Click here for additional data file.

Table S7 Table of Pearson correlation coefficients for mean fold changes of orthologs for mRNA-seq and RPF data.
(XLSX) Click here for additional data file.

Text S1 Supplementary materials and methods and discussion.
(DOCX) Click here for additional data file.

# Supplementary material for: Conserved Translatome Remodeling in Nematode Species Executing a Shared Developmental Transition
**Source:** PLoS Genet. 2013 Oct 3;9(10):e1003739. doi: 10.1371/journal.pgen.1003739
**Supplement:** Text S1 — Supplementary materials and methods and discussion.

Supplementary Materials and Methods

I. Culturing and sample preparation

The following strains were obtained from the Caenorhabditis Genetics Center: *C. elegans* N2 bristol, *C. briggsae* AF16 , *C. remanei* PB4641, *C. brenneri* PB2801 . All strains were maintained on solid media as described in Brenner [34]. To generate a sufficient number of animals for starvation experiments, animals were grown in liquid culture in S-complete media [3] supplemented with *E. coli* HB101 at 20 C shaking at 180 rpm. Embryos were obtained by standard bleaching protocol, allowed to hatch for 24 hours in S-complete, and then fed for 72 hours until reaching adulthood. Hermaphroditic species were bleached at this point; gonochoristic species were transferred to enriched NGM solid media seeded with *E. coli* OP50 at 20 C for twelve hours to mate. Successive generations of liquid culture were grown until 36 million embryos were obtained.

Starvation experiments

36 million total embryos were added to sterile S-complete media at 20 C rotating at 180 rpm at a density of 20 embryos/μL and allowed to hatch for 24 hours. 18 million animals (arrested L1s) were harvested after 24 hours of starvation; remaining animals were fed with *E. coli* HB101 at 15 mg/mL for three hours before harvesting. Harvesting was accomplished by pelleting L1s by centrifuging at 950g for two minutes, washing several times with M9, and washing a final time in 300 mM NaCl. ~200 mg pellets of closely packed worms were flash frozen in liquid nitrogen and stored at -80C.

II. Molecular biology

mRNA-seq

Poly-A(+) RNA was prepared from frozen worm pellets using the Ambion micro-poly(A) purist kit frozen tissue protocol and sheared by alkali treatment with heat. RNA fragments of ~30 nt were cloned using the circligase protocol [10] with modification described below.

Ribosome profiling

Ribosome profiling and RNA extraction were performed as described in [23].

Circligase library preparation

Library preparation was performed as described in [23] with the following modifications:

1. In place of poly-adenylation, adaptor was ligated to 3' ends using T4 RNA ligase. 5.5 μL input RNA was denatured at 98 C for 45 seconds, placed on ice, mixed with 2 μL 5x adenylate ligase buffer [35], 1 μL DMSO, 0.5 μL 100 uM adenylated adaptor [10,35], and 1 μL μL T4 RNA ligase 1. Reaction was placed at 37 C for 45 minutes, heated to 98 C for 45 seconds, cooled on ice for >1 minute, supplemented with an additional 1 μL of ligase and incubated at 37 C a further 45 minutes.
2. Two rounds of circularization with 1 μL of circligase were carried out, each for 60 minutes at 60 C.
3. DNA oligos for circligase capture, for multiplexed Illumina Hi-seq:

3' linker: /5rApp/AGATCGGAAGAGCACACGTCT/3ddC/

PCR1: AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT

PCR2: CAAGCAGAAGACGGCATACG

Reverse transcription: /5Phos/AGATCGGAAGAGCGTCGTGT/iSp18/CACTCA/iSp18/CAAGCAGAAGACGGCATACGAGATINDEX_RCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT

The reverse complement of the barcode is inserted at the position indicated by brackets. We used indexes CGTGAT, ACATCG, GCCTAA, TGGTCA, CACTGT, ATTGGC, GATCTG, TCAAGT.

1. Sequencing was performed on Illumina HiSeq 2000 with multiplexing.

III. Informatics and analysis

Sequence reads were de-multiplexed using Illumina software and trimmed of 3' adaptor sequence by custom Perl scripts. Reference sequences for all species were version WS230 downloaded from Wormbase on February 20, 2012. Reads were mapped to genomes and collections of coding sequence plus 18 nt of flanking genomic sequence using Bowtie v0.12.7 [25] keeping only unique genomic alignments with one or fewer mismatches (parameters –v 1 –m 1) for genomic mapping and keeping all alignments with one or fewer mismatches (--strata and –v 1) for coding sequence alignments. Raw counts for each coding sequence were determined by first removing reads with multiple genomic mappings and then summing the number of reads aligning to each coding sequence.

All libraries were screened for quality based on the following requirements:

1) Must show three-nucleotide periodicity of 5' nt (ribosome profiling libraries only).

2) Must map overwhelmingly to coding sequence (ribosome profiling) or mRNA exons (mRNA-seq).

3) Visual inspection must reveal no evidence of strong amplification bottlenecking.

4) Gene counts must correlate well with replicate datasets.

Raw counts were normalized using the EdgeR package [26] and the “TMM” normalization method. Normalization was carried out independently for each species and experiment type (mRNA-seq or ribosome profiling). All starved and fed samples were members of experimental pairs, i.e., starved and 3h fed animals were collected from a single batch of worms, with half treated with food. To preserve this paired information, we computed fold changes separately for each biological replicate and used the mean of the fold changes (instead of the fold change of the means) where means are indicated. We note that for well-expressed transcripts these two methods of calculating mean fold change correlated extremely well.

Orthologs were assigned using data from InParanoid [27]. Tables of ortholog groups for all pair-wise species comparisons were downloaded from <http://inparanoid.sbc.su.se/>. The top protein pair was chose for each ortholog group with multiple paralogs to produce a table of one-to-one orthologs. From these tables, multispecies ortholog groups were constructed using the rules that 1) each member must be a 1:1 ortholog with at least one member of the group, and 2) no member can have a 1:1 ortholog in any species that is not a member of the group.

For differential expression analysis, we used DESeq’s implementation of count normalization and negative binomial test with multiple testing correction [28] separately on each experiment type and species. Ontology analysis was carried out using the web server of the DAVID bioinformatics resource (<http://david.abcc.ncifcrf.gov/>).

To calculate divergence of expression changes we began with the mean fold changes for each species for transcripts contained within four-way ortholog groups. Fold changes for each species were then normalized by the mean and standard deviation. Divergence for two species was taken as the absolute value of the simple difference in the normalized fold-change values between the species. For each ortholog group, divergence was calculated for all six pairwise species comparisons and the mean was taken as the divergence for the group. Shuffling ortholog assignments produced identical divergence distributions for mRNA-seq and RPF data (Fig. S3), indicating that this normalization procedure removes systematic differences in the fold-changes observed in the two types of data.

Supplementary text

We compared ribosome profiling data for diapause and early developing L1 animals to equivalent data from *C. elegans* having undergone >30 hours of continuous, fed development (L2 stage) [23,24]. First, we included data from all species as well as L2 *C. elegans* data in a second PCA, and found that the L2 samples had loadings on the first two components that were almost precisely intermediate to diapause and early developing L1s (Figure S4A). We further observed that RPF levels for ribosomal proteins in L2 samples were similarly intermediate to diapause and three hour post-feeding *C. elegans* samples (Fig. S4B). These results indicate that, taking the continuously-developing samples as the “normal” state, the translatomes of animals undergoing diapause and three hours post-diapause exit are both substantially altered. With respect to the ribosomal protein genes, these genes appear to be both potently suppressed relative to “normal” during diapause and also activated during recovery.

How the deposited data were processed for this re-analysis (not part of the article)

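The data cover 48 libraries, 3 for each of the 16 combinations of 4 species, 2 states (L1 diapause and 3 h of feeding after 24 h of starvation) and 2 assays (mRNA-seq and RPF). Samples were grouped by the species, state and assay that their labels give. The authors trimmed the reads, mapped them with Bowtie to the WS230 genomes and to annotated coding sequences, removed reads with several genomic mappings and summed reads per coding sequence. The authors' methods describe TMM normalization with edgeR for fold changes, and DESeq for the tests of differential expression, separately for each species and assay.

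The 8 deposited tables used here hold the output of the authors' DESeq comparison. The signal columns the authors deposited are mean normalized values per state, means over 3 libraries of read numbers divided by size factors. The authors give the log2 fold change as developing over diapause. Each p-value is from the authors' negative binomial test, and the adjusted p-values are used as the authors deposited them. A Benjamini-Hochberg adjustment computed here over all coding sequences of a table gives the same adjusted values in 6 of the tables. In both C. briggsae tables it differs from them, by at most 0.0017, for a reason that was not tested. At an fdr of 0.1, it would drop 20 of the C. briggsae mRNA calls and add 1 RPF call. A further deposited column per state is a ratio of observed to fitted variance between libraries, which entered no result here. The design written for this work had assumed counts for each library and a count test on them, while the tables held comparisons of group means. The planned count tests, the interaction test of TE and every test that needs fold changes of single libraries were therefore not run, and a call of differential expression is the authors' adjusted p under 0.1. Counts of such calls, fold changes and adjusted p-values of single genes are the authors' values. Sums, shares, ratios, standard deviations, medians, correlations and simulated comparisons were computed here.

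Reads mapped to coding sequences, by the paper's Table S1, which gives them to 6 significant digits, numbered from 4196940 to 17511200 per mRNA-seq library (median 8909365) and from 2638130 to 20600700 per RPF library (median 8294600). Precision was taken from the standard error that each log2 fold change needs to give the authors' p-value under a normal approximation, for p-values between 1e-06 and 0.9. Pooled errors are medians of these over transcripts in 20 bins of mean signal, and the simulations and the subtraction of noise use pooled errors. Shares of transcripts carry 95% Wilson intervals, and ratios of standard deviations and medians carry 95% bootstrap intervals from 1000 resamples of transcripts, none of which covers variation between replicates.

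Transcripts with a finite fold change and a mean normalized signal of at least 50 in both assays were counted as well expressed. The paper's text uses this term without a limit. TE changes are RPF less mRNA log2 fold changes. Concordant changes are those with an RPF change in the direction of the mRNA change and of larger size, among transcripts called in both assays, and all others called in both assays are discordant. The translational component is the absolute log2 TE change over the absolute log2 mRNA change, for transcripts called in RPF data, with mixed regulation between 0.333 and 3. For comparison with measurement noise, 100 tables per species were simulated in which a transcript had one true change in both assays. Differences between species in the log2 fold change of a gene of Table S5 were tested with a normal test, with the larger of the pooled error and the gene's own implied standard error. For 131 of 196 values, with p-values outside that range, this was the pooled error alone. P-values were adjusted over the 270 comparisons of both assays together, with a threshold of 0.05. Correlations across genes of Table S5 have permutation p-values from 100000 resamples. The median change of ribosomal protein genes was set against 10000 random lists matched on mean RPF signal in 20 bins.

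The genes named are those the paper's text names, those of Tables S2, S3, S5 and S6 that a conclusion rests on, and the 2 C. elegans transcripts with the largest rise and the 2 with the largest fall in RPF data among well-expressed transcripts called at an fdr of 0.1. Of these, fat-2, cps-6, fib-1, rack-1 and hsp-1 were singled out from Tables S2 and S6 after their values had been seen. Identifiers were used as the tables give them. None of the 23502 C. elegans identifiers was found in the tables of gene names at hand, and 308 were paired with names through Tables S2, S5 and S6. The functional groups had been planned by gene symbol. Because the tables do not pair identifiers with symbols, the identifier lists of Table S4 for C. elegans that are complete in the copy used took their place, and mitochondrial ribosomal proteins were not analysed here. Genes with many identical or overlapping coding sequences share reads, since the authors kept all alignments to coding sequences.

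Alternatives tried were no low-count filter, limits of 10 and 100, an fdr of 0.01, coding sequences with identical values counted a single time, a pseudocount of 1, centring on the median, the interquartile range, a margin of 0.5 on the log2 scale, transcripts with TE and mRNA changes of the same sign, the ribosomal protein genes of Table S2 alone, correlations without the 2 farthest genes, and a linear scale of the translational component. The comparison of orthologs over the genome, the principal components and the expression divergence were not repeated here, since orthology tables and single libraries were not used.

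The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 7. They were tested on simulated data with 200 changed transcripts, of which 99.5% were called in both assays. All 199 of these were given the simulated class of concordant or discordant. The simulated changes were large against the simulated errors, so this checks the code. It does not measure accuracy for transcripts near the border between the classes.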

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

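Every test described in this part was chosen after the result was seen.

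A difference between species was found for the hsp-60 mRNA change. In the authors' deposited tables the log2 change was -0.55 in C. briggsae (adjusted p = 0.0097) but 2.98 in C. elegans, 1.62 in C. remanei and 1.67 in C. brenneri. The C. elegans change exceeded that of C. briggsae by 3.54, and the C. briggsae change less that of C. remanei was -2.17 and less that of C. brenneri -2.23. The largest adjusted p of these 3 differences was 3.8e-16, by a normal test with the larger of the pooled and the gene's own implied standard error, which argues against chance in few counts. With own errors at every p-value it was 1.3e-15. A scaling shift between the tables is argued against as well, since after centring each table on its median the smallest of the 3 differences was still 2.08. An identifier in C. briggsae that is not the ortholog cannot be told apart from a true species difference with the tables used. Its RPF change of 2.86 lies within the 2.39 to 3.81 of the other species, as that of the ortholog or of a related gene could. A change of hsp-60 mRNA regulation in C. briggsae stays open as a biological explanation and was not tested further.

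The sod-1 mRNA change also differed, by 1.20 between C. briggsae, where the authors' deposited table gives 0.59, and C. remanei, where it gives -0.61 (adjusted p of the difference = 2.5e-06 by the same test, and 3.7e-06 with own errors at every p-value). Its RPF changes of -0.16 in C. briggsae, not called, and -1.45 in C. remanei in the authors' deposited tables have the same sign. Centring raised the mRNA difference to 1.30, so a scaling shift between the tables does not account for it. Pairing of the genes rests on Table S5, and a species difference in regulation was not tested otherwise.

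More widely, species differed at an adjusted p under 0.05 in 48 of 135 comparisons of mRNA changes and 47 of 135 comparisons of RPF changes of Table S5 genes. With own errors at every p-value, chosen after the data were seen, the numbers were 42 and 44, and the same 4 opposite calls passed. Opposite directions called in both species made up 4 of the mRNA comparisons, the 3 of hsp-60 and that of sod-1. Among the RPF comparisons there were 0 with opposite calls, and 47 that differed in size at the adjusted threshold. Each table was normalized by itself, and the genes were picked by the study for their direction.

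A signal outside the genes that the paper discusses was found in the RPF tables. In C. remanei, RP03174 and RP40423 took 40.8 and 39.3% of the summed diapause signal, and 33.5 and 32.1% in developing animals. In C. briggsae, CBP31812, CBP22608 and CBP24772 took 25.1, 22.2 and 18.2% in diapause. In C. elegans and C. brenneri the most abundant coding sequence took 0.612 and 0.661% of the RPF sum. The largest share that any of the 5 took of the mRNA sum was 2.68%, which argues against abundant mRNA alone. By Table S1, the median share of reads mapped to coding sequences was 1.56 times the median share mapped to a unique genomic position in C. remanei RPF libraries and 1.12 times in C. briggsae, against 0.363 in C. elegans and 0.601 in C. brenneri. The coding share was above the unique share in 6 of 6 C. remanei and 3 of 6 C. briggsae RPF libraries. A ratio above 1 is not specific to tables with such identifiers, since it was 1.03 for C. brenneri mRNA libraries, with the coding share above the unique share in 4 of 6 and no coding sequence over 5% of the sum. Taking the share of the 5 identifiers off lowers the first 2 ratios to 0.417 and 0.509. A candidate explanation is that reads without a unique genomic position were counted on these identifiers. The authors state that reads with several genomic mappings were removed before counting, which would take out reads of a sequence repeated in the genome but not reads without any genomic mapping. Which of these the reads are was not tested, nor was contamination by other RNA, and the sequences of the identifiers were not used here. By the authors' deposited tables, their mRNA levels were higher in developing animals (0.74 to 0.99 on the log2 scale) while their RPF levels were lower (-0.74 to -0.44). No biological explanation was tested. Whether these identifiers also affect the normalization, and so the fold changes of other transcripts, was not tested.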

How the results depend on the processing

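All alternatives were set before the data were examined, apart from the linear scale of the translational component and the use of alternatives on TE shares, on ribosomal protein mRNA medians, on mRNA correlations between species, on the errors of species differences and on single genes, which were chosen after the data were seen. The linear scale was kept after about 6 definitions at 2 filters had been compared with the paper's percentages. Over 41 results and 205 values under alternatives, 161 stayed within the interval, count range or side of the test defined for them, 44 left their interval and 0 changed direction. Of the values that stayed, 29 are identical to the main value because the alternative changed no transcript, and these say nothing about stability. Among transcripts with a finite fold change in both assays, the numbers of differentially expressed transcripts stayed within 1.5 times under every filter and at an fdr of 0.01. Over all coding sequences of the authors' deposited table, the C. briggsae mRNA number was 8756 against 5543 among well-expressed transcripts, which is more than 1.5 times. The concordant to discordant ratio stayed above 1 with a binomial p under 0.05 in all 4 species, between 2.16 and 8.33. The medians of ribosomal protein genes and the correlations between species stayed within their intervals or direction. For the functional groups and the ribosomal protein genes, 19 of the 20 alternatives for the translational component changed no transcript, so they do not test its stability. A limit of 100 took 43 aminoacyl-tRNA synthetase transcripts to 39 and left their median at -0.80.

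Without the low-count filter, transcripts with more than 2-fold mRNA changes made up 25.9% in C. elegans, 28.7% in C. briggsae, 23.1% in C. remanei and 17.3% in C. brenneri, and those with RPF changes 38.2, 47.0, 41.4 and 30.9%. A limit of 100 gave 25.0, 29.6 and 22.3% for mRNA in C. elegans, C. briggsae and C. remanei, and 36.0, 45.7, 37.3 and 27.7% for RPF in the 4 species. The C. remanei mRNA share was 19.6% with a limit of 10 and 19.7% after centring. Of the 24 values for TE shares, 10 left their interval. The cause was not tested.

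The RPF to mRNA ratio of standard deviations was 1.33, 1.42, 1.53 and 1.34 in C. elegans, C. briggsae, C. remanei and C. brenneri without the filter, and 1.34, 1.52, 1.55 and 1.49 with interquartile ranges. It was 1.41 in C. brenneri with a limit of 100. All stayed above 1, and the cause of the shifts was not tested.

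The share of mixed regulation was 58.0, 56.5, 63.3 and 60.3% in these species among transcripts with TE and mRNA changes of the same sign, 49.5% in C. briggsae and 54.7% in C. remanei after centring, and 55.8% in C. remanei and 54.1% in C. brenneri at an fdr of 0.01. On the linear scale it was 84.1, 74.4, 87.9 and 93.3%, and on that scale without the filter 80.8, 71.2, 84.1 and 91.1%. The linear scale shifts the shares by its construction, since folds of a small change and of no change lie close to each other.

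With the genes of Table S2 alone, ribosomal protein genes took 11.2% of the RPF sum in developing animals and 1.27% in diapause, by the construction of the shorter list.

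The paper states that starved and fed animals of a replicate came from a single batch of worms. Table S3 gives percentages of single C. elegans libraries, and the permutation test on them did not use this pairing. For the fold changes, no paired analysis was possible because the tables used give means over the 3 libraries of a state. For the same reason the count test with other size factors, the block for the replicate, the fits that leave out a replicate, the interaction test of TE and other splits of the samples were not run. For the 296 single values of named genes that were called, centring kept the direction of each.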

Differences from the paper's values

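The linear scale of the translational component was tried after the paper's values had been seen, and so was the use of filters on TE shares.

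For mixed regulation, the paper's text gives 71% for the lowest and 91% for the highest species, against 46.8% and 53.5% here on the scale of absolute log2 changes. In Fig. 6A, read by eye, the paper's share is about 81% in C. elegans, about 71% in C. briggsae, about 84% in C. remanei and about 91% in C. brenneri, against 48.9, 46.8, 53.5 and 52.7% here. Of the alternatives set before the data were examined, keeping transcripts with TE and mRNA changes of the same sign brought C. elegans, C. briggsae and C. remanei to 58.0, 56.5 and 63.3%, within 1.5 times the paper's shares, and a limit of 10 (47.5%) or centring (49.5%) did so for C. briggsae. No such alternative did so for C. brenneri. On the linear scale without a low-count filter, which was chosen after seeing the values and after about 6 definitions had been compared at 2 filters, the shares were 80.8, 71.2, 84.1 and 91.1%, and with the filter they were 84.1, 74.4, 87.9 and 93.3%. The paper ranks C. brenneri highest for mixed regulation, while on the log2 scale C. remanei was highest here.

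For ribosomal protein genes in C. elegans, the paper's text gives about 3% of ribosomes in diapause and more than 20% in developing animals. The means of the paper's Table S3 are 2.89% and 21.5% of RPF reads. The shares of the summed signal here were 1.28% and 11.3%. They cover only the 50 ribosomal protein genes that Tables S2 and S6 name. A longer list was not tried, so genes missing from this list cannot be excluded as a cause of the gap. The shorter list of Table S2 gave 1.27% and 11.2%, and counting identical coding sequences a single time gave 1.29% and 11.3%. Both alternatives were set before the data were examined, and neither came within 1.5 times the paper's values. Counting identical coding sequences a single time removed only those with identical values. Coding sequences of a gene with nearly the same values, such as CE25673 and CE25672 of mig-15, stayed in the sum. Reads shared between isoforms, which can enter the sum repeatedly, therefore cannot be excluded as a cause of the gap either.

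In Fig. 2C, read by eye, the paper's share of transcripts with more than 2-fold lower TE is about 6.5% in C. elegans, about 10% in C. briggsae, about 8.5% in C. remanei and about 4.5% in C. brenneri. The shares here were 3.06, 3.75, 3.25 and 0.510%. Applied to TE after the values had been seen, a limit of 10 gave 4.75, 6.77 and 5.79% in the first 3 species, within 1.5 times the paper's, and no filter gave 8.51% in C. elegans and 14.4% in C. briggsae, also within it. Neither did so for C. brenneri, at 1.56 and 7.63%, nor did a limit of 100, identical coding sequences counted a single time, centring or a pseudocount in any species. The share of transcripts with more than 2-fold lower mRNA levels in C. remanei is about 9.8% in Fig. 2C, against 6.28% here, and that with more than 2-fold lower RPF levels in C. brenneri is about 14%, against 8.57% here. Of the alternatives set before the data were examined, no filter (13.5 and 16.6%), a limit of 10 (7.64 and 11.3%) and centring (8.89 and 9.64%) brought both within 1.5 times the paper's, and a limit of 100, identical coding sequences counted a single time and a pseudocount did not.

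The paper's text gives 2.8 as the lowest ratio of concordant to discordant changes, while Fig. 3E shows about 2.5 for C. briggsae, for which the ratio here was 2.28. Without the low-count filter it was 2.72 in C. elegans, 2.47 in C. briggsae, 3.06 in C. remanei and 3.68 in C. brenneri. Fig. 3E shows about 2.8, 2.5, 3.1 and 3.7, so the ratios without the filter lay closer to the paper's in each species.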

Other observations

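Every test described in this part was run after the result was seen.

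Changes in opposite directions, lower mRNA and higher RPF levels in developing animals with calls in both assays, were found for 308 well-expressed transcripts in C. briggsae, against 105 in C. elegans, 76 in C. remanei and 100 in C. brenneri. Measurement noise with unchanged TE gave at most 4 such transcripts in the simulated tables of C. briggsae, so it does not account for them. A scaling shift between the tables is argued against too, because 239 of the 308 transcripts changed by more than 0.5 on the log2 scale in both directions, and 80, 57 and 73 did so in C. elegans, C. remanei and C. brenneri. The opposite pattern, higher mRNA and lower RPF levels, was found for 49 transcripts in C. elegans, 18 in C. briggsae, 15 in C. remanei and 13 in C. brenneri. A true species difference and reads shared between related sequences stay open and were not tested.

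Concordant changes outnumber discordant ones by more than noise alone gives. In simulated tables with one true change for both assays the largest ratio in any species was 1.41, below the lowest observed ratio of 2.28. The simulated median was 0.993 in C. elegans, 1.33 in C. briggsae, 0.930 in C. remanei and 0.885 in C. brenneri, so equal numbers are not the exact value that unchanged TE gives in every species.

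Noisier RPF measurements were weighed as the cause of the wider RPF changes. The smallest noise that would be needed in any species is a standard deviation of 0.71 on the log2 scale, while the largest median standard error implied for RPF changes is 0.27, so noise of this kind does not account for the width. Standard errors implied by p-values leave out errors shared by the 3 libraries of a state.

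The mixed share on the linear scale was 9.23 percentage points higher in C. brenneri than in C. elegans. After the changes of each species were rescaled to the C. elegans spread of RPF changes, 1.03 points of the difference were left, so smaller changes overall in C. brenneri may account for most of it on that scale. For C. briggsae the share was 9.73 points lower than in C. elegans, and 6.07 points were left after rescaling, so larger changes overall do not account for the whole of it. A difference in regulation between the species stays open and was not tested.

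Fewer enriched terms were listed by the paper for transcripts higher in diapause than for those higher in developing animals, 51 against 198 in C. elegans. In C. elegans, fewer transcripts called higher in diapause do not account for this, since the ratio of RPF calls higher in diapause to calls higher in developing animals was 0.999 without the low-count filter and 0.916 among well-expressed transcripts. In the other 3 species the ratio was at least 0.953 without the filter but as low as 0.721 among well-expressed transcripts. There a difference in the number of calls cannot be told apart from other explanations, because the paper's text does not give the filter behind its lists. How well genes of either list are annotated was not tested.

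Across the genes of Table S5, changes were correlated between species in all 6 species pairs, over 19 to 26 genes. Spearman's rho lay between 0.90 and 0.98 for RPF changes (median 0.94) and between 0.89 and 0.96 for mRNA changes (median 0.91), and Pearson's r between 0.92 and 0.98 and between 0.82 and 0.97. The permutation p of each of the 12 relations was 1e-05, the smallest that 100000 resamples can give, and adjustment over the 12 relations left it at 1e-05. Without the 2 genes farthest from the median, the medians of rho were 0.94 and 0.91. RPF changes had the higher rho in 4 of 6 pairs, and this difference was not tested. The study chose the genes for shared directions, and genes are not independent replicates, so these values do not bear on orthologs in general, for which the paper reports its own comparison.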
